# Interleukin-27 remodels the bone marrow niche to suppress B-cell development and leukaemia progression in mouse models

**DOI:** 10.1016/j.ebiom.2026.106239

**Published:** 2026-04-02

**Authors:** Jian-Min Zhu, Jing Xia, Kai-Ming Chen, Xue-Feng Bai, Cai-Wen Duan

**Keywords:** IL-27, BM microenvironment, B-cell development, B-ALL, Haematopoiesis

## Abstract

**Background:**

Interleukin-27 (IL-27) is an immunoregulatory cytokine, but its role in B-cell haematopoiesis and B-cell acute lymphoblastic leukaemia (B-ALL) within the bone marrow (BM) niche remains unclear.

**Methods:**

IL-27 was delivered in vivo using adeno-associated virus. B-cell reconstitution, mixed BM chimeras, and an N-myc-driven B-ALL model were analysed by flow cytometry, transcriptional profiling, and survival studies. Group comparisons were assessed using Student's t-test, and survival was evaluated by Kaplan–Meier analysis with log-rank tests.

**Findings:**

Sustained IL-27 expression selectively impaired B-cell reconstitution while preserving overall haematopoietic recovery, with marked reductions in CLPs and early B-cell subsets. IL-27 directly inhibited early B-lineage differentiation and concurrently remodelled the BM microenvironment by downregulating VCAM-1, ICAM-2, CXCL12, and IGF-1. These niche alterations were associated with reduced BM-resident B-ALL burden, enhanced chemotherapy efficacy, and improved survival in B-ALL-bearing mice. IL-27 showed no direct cytotoxicity toward B-ALL cells, supporting an indirect, niche-mediated mechanism.

**Interpretation:**

IL-27 constrains B-cell haematopoiesis and B-ALL progression through coordinated progenitor inhibition and BM niche remodelling, revealing a cytokine-driven strategy with the potential to enhance leukaemia therapy.

**Funding:**

This work was supported by the 10.13039/501100012166National Key R&D Program of China (Grant No. 2021YFA1100800 to A.-B.L.) and the 10.13039/501100001809National Natural Science Foundation of China (Grant No. 82100180).

**Research in context**

**Evidence before this study**

Prior studies have shown that IL-27 broadly regulates immune cells, particularly T cells and myeloid cells, but its role in B-cell progenitors and leukaemia-supportive BM niches remains unclear. Most evidence is derived from in vitro or isolated cell models, with limited data on how cytokines regulate progenitors and remodel the niche in vivo.

**Added value of this study**

Using in vivo models, we demonstrate that IL-27 regulates B-cell development and B-ALL progression through dual mechanisms: acting on early B-cell progenitors, particularly CLPs, and remodelling the BM microenvironment to reduce niche support, including key factors such as VCAM-1, CXCL12, and IGF-1. We further show that IL-27-mediated niche alterations enhance the efficacy of chemotherapy, with additional benefits observed in CAR-T-based B-ALL models.

**Implications of all the available evidence**

These findings suggest that IL-27 could complement existing therapies by limiting leukaemic survival and restraining B-cell development. Mechanistically, they highlight how cytokine-driven niche remodelling influences both normal B-cell haematopoiesis and leukaemia progression, with potential relevance for human B-cell malignancies and immune-mediated disorders.

## Introduction

Interleukin-27 (IL-27) is a heterodimeric cytokine of the IL-6/IL-12 family, composed of the p28 and Epstein–Barr virus-induced gene 3 (EBI3) subunits.^1^ IL-27 signals through a receptor complex formed by IL-27Rα (WSX-1) and gp130 and exerts broad immunoregulatory functions.^2^^,^^3^ Recent studies highlight its crucial role in sustaining T-cell responses under chronic antigen exposure, including in tumours and persistent viral infections.^4^, ^5^, ^6^, ^7^ In addition, IL-27 has been implicated in regulating haematopoietic stem and progenitor cell activity, limiting differentiation and protecting against inflammatory stress-induced exhaustion of the HSPC pool, suggesting potential effects on early haematopoiesis.^8^ Our previous work has also demonstrated therapeutic benefits of IL-27 in diverse disease models, including cancer,^9^, ^10^, ^11^, ^12^, ^13^ experimental autoimmune encephalomyelitis,^14^ colitis,^15^ scurfy disease^16^ and graft-versus-host disease.^17^

Beyond its established effects on T cells, IL-27 is increasingly recognised as a regulator of B-cell biology. The IL-27 receptor is constitutively expressed on naïve and memory B cells and is further upregulated on germinal centre B cells following CD40 stimulation.^18^ In Epstein–Barr virus (EBV)-driven transformation, IL-27 promotes B-cell survival via IL-27Rα.^19^ Within germinal centres, IL-27 enhances IL-21 production and supports T follicular helper (Tfh) cell functions, which are essential for antibody responses.^20^^,^^21^ Conversely, studies in SIV-infected macaques show that IL-27 skews Tfh differentiation towards a Th1-like programme, impairing germinal centre responses and reducing B-cell immunity.^22^ Furthermore, IL-27 has been reported to inhibit paediatric B-ALL proliferation by inducing apoptosis.^23^ These context-dependent findings underscore the complexity of IL-27's role in B-cell regulation and highlight the need for further mechanistic investigation.

B-cell development occurs in the bone marrow (BM), where haematopoietic stem cells differentiate into common lymphoid progenitors (CLPs) and progress through pre-pro-B, pro-B, pre-B, and immature B-cell stages, each defined by distinct surface markers and transcriptional programmes.^24^ The BM microenvironment provides a specialised niche that regulates this process via stromal cells, extracellular matrix, cytokines, and adhesion molecules.^25^, ^26^, ^27^, ^28^, ^29^ For example, α4β1 integrins on B-cell progenitors interact with VCAM-1 on stromal cells to ensure retention and survival.^30^ CXCL12 secreted by BM stromal cells orchestrates B-cell migration and differentiation via CXCR4,^31^ while IGF-1 derived from mesenchymal stromal cells (MSCs) facilitates the pro-to pre-B-cell transition.^32^ Disruptions in these tightly regulated interactions can result in immunodeficiency, autoimmunity, or malignant transformation such as B-ALL.^33^

Importantly, the BM niche not only supports normal B-cell development but also protects leukaemic cells by providing survival signals and mediating adhesion-dependent chemoresistance.^25^ CXCL12 signalling via CXCR4 has been implicated in leukaemia progression, while blockade of adhesion molecules such as VLA-4 can reverse MSC-conferred chemoresistance.^34^^,^^35^ Additionally, inhibition of IGF1R markedly restricts leukaemia progression.^36^

Despite extensive evidence for IL-27's immunomodulatory functions, its precise role in B-cell development within the BM niche remains poorly understood. In particular, whether IL-27 can remodel the BM microenvironment to influence B-ALL survival has not been systematically addressed.

Here, we investigate the effects of exogenous IL-27 on B-cell development and leukaemogenesis. We show that IL-27 acts through dual mechanisms: acting on CLPs and remodelling the BM niche, thereby diminishing support for both normal B cells and B-ALL. These findings identify IL-27 as a regulator of B-cell development and function, with potential implications for B-cell malignancies and immune-mediated disorders.

## Methods

### Mice

Mice on a C57BL/6 genetic background, including wild-type (WT, CD45.2^+^; SM-001, Shanghai Model Organisms), CD45.1^+^ (RRID:IMSR_NM-KI-210226), IL-27R^fl/fl^ (RRID:IMSR_NM-CKO-2112768), Lyz2^Cre^ (RRID:IMSR_JAX:018956), CD4^Cre^ (RRID:IMSR_JAX:022071), CD19^Cre^ (RRID:IMSR_JAX:006785), IL-27R^−/−^ (RRID:IMSR_GPT:T005577) and Rag1^−/−^ (RRID:IMSR_GPT:T004753) mice, as well as NSG (RRID:IMSR_NM-NSG-001) mice were maintained under specific pathogen-free (SPF) conditions at the animal facility of Shanghai Children's Medical Center. Mice were used at 6–10 weeks of age. IL-27R^fl/fl^ mice were crossed with Lyz2^Cre^, CD4^Cre^, or CD19^Cre^ mice to generate lineage-specific IL-27R deficient mice where indicated. Both male and female mice were used, with sex matched within each experiment. Littermates were randomly assigned to experimental groups. A total of 233 mice were used for all experiments in this study.

### Recombinant AAV production and In Vivo IL-27 delivery

IL-27 cDNA encoding EBI3 and p28 linked by a flexible peptide (VPGVGVPGVG) was cloned into an AAV backbone under the CMV–chicken β-actin (CAG) promoter, as described previously.^12^, ^13^, ^14^, ^15^, ^16^, ^17^ Recombinant AAV2/8 vectors expressing murine IL-27 (AAV-IL-27), human IL-27 (AAV-hIL-27), or empty controls (AAV-Ctrl) were produced and purified by EKBioTech (Shanghai, China). Mice were injected intramuscularly with 1 × 10^11^ vg per animal (50 μL per site, two sites).

### Bone marrow transplantation and chimera generation

Recipient mice were lethally irradiated (7.5 Gy total body γ-irradiation) to ablate endogenous haematopoiesis, followed by intravenous transplantation of donor BM cells (2 × 10^6^ cells per mouse) within 24 h.

For mixed BM chimera experiments, donor BM cells from CD45.1^+^ WT mice and IL-27R^−/−^ (CD45.1^−^) mice were mixed 1:1 prior to transplantation. Haematopoietic chimaerism and immune reconstitution were analysed at 5 and 10 weeks post-transplant.

### B-ALL mouse model

BM cells from N-myc-driven B-ALL mice, previously serially passaged in vivo, were cryopreserved in liquid nitrogen. Thawed BM cells (1 × 10^5^ per mouse) were intravenously injected to induce aggressive leukaemia within 10–12 days. Detailed model generation and characterisation have been described previously.^37^^,^^38^

### Flow cytometry and cell subset definition

Single-cell suspensions from BM and spleen were prepared using standard protocols. Cells were stained with fluorochrome-conjugated antibodies sourced from eBioscience, BD Biosciences, and BioLegend, all of which were validated by the manufacturers for flow cytometry applications. Detailed information, including clone names, catalogue numbers, and RRID tags for all antibodies, is provided in the Supplementary Table S1. To ensure staining specificity and optimal signal-to-noise ratios, all antibodies were titrated in-house, and appropriate isotype controls or Fluorescence Minus One controls were employed for gating. Flow cytometry was performed on BD Canto or Beckman CytoFLEX instruments, and data were analysed using FlowJo software (V10.5.3).

B-cell developmental stages were defined as follows: Pre-pro-B: B220^+^CD19^−^CD43^hi^IgM^−^; Pro-B: CD19^+^B220^+^CD43^hi^IgM^−^; Pre-B: CD19^+^B220^+^CD43^low^IgM^−^; Immature B: CD19^+^B220^+^IgM^+^; CLP: Lin^−^c-Kit^low^Sca-1^low^CD127^+^Flt3^+^α4β7^−^.

### Quantitative PCR

Total RNA was extracted from BM cells, sorted populations, or cultured cells using TRIzol (15596018CN, ThermoFisher). cDNA synthesis was performed using a reverse transcription kit (TCH026, Takara). qPCR was conducted using SYBR Green Master Mix (330520, QIAGEN) on a CFX Opus 96 system. Gene expression was normalised to β-actin and analysed using the ΔΔCt method.

### In Vitro stimulation of Reh cells

The human B-ALL cell line Reh (RRID:CVCL_1650; kindly provided by Professor Bin-Bing Stephen Zhou, SCMC) was cultured in RPMI 1640 (C11875500CP, ThermoFisher) with 10% FBS (BVS500, BIOVISION). The Reh cell line was authenticated by short tandem repeat (STR) profiling by Shanghai BioWing. Cells were routinely tested and confirmed to be free of mycoplasma contamination. Cells were treated with recombinant human IL-27 (50 ng/mL; 10076-H08S, Sino Biological) and/or decitabine (DAC, 0.25 μM; HY-A0004, MedChemExpress) for 72 h prior to RNA extraction and qPCR.

### Mesenchymal stromal cell culture

Mouse and human BM MSCs were isolated and cultured as previously described.^39^^,^^40^ Murine MSCs were maintained in MesenCult basal medium (05513, STEMCELL Technologies). Human MSCs were derived from paediatric BM samples collected during cardiac surgery, isolated by density gradient centrifugation, and cultured in MSC basal medium (HUXMA-90011, Cyagen). Cells were treated with recombinant murine IL-27 (51107-M08H, Sino Biological) or human IL-27 (50 ng/mL) for 24 h prior to RNA extraction.

### RNA sequencing and bioinformatic analysis

RNA-seq libraries were prepared from 1 × 10^6^ cells per sample and sequenced by BGI and Oebiotech. Expression was quantified as TPM or FPKM, as indicated in the corresponding figures. Immune cell composition and B-cell subset proportions were inferred using CIBERSORTx with reference matrices from published scRNA-seq datasets (GSE168158, GSE186158).^41^^,^^42^ Parameters: perm = 1000, QN = TRUE. GSVA and GO enrichment analyses were performed in R (v4.3.1); data visualisation used ggplot2 and pheatmap. Raw RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE320585 (splenic B cells, BM cells, BM B-ALL cells and human MSCs) and GSE227476 (BM Ly6G^+^ cells).

### CAR-T cell therapy and chemotherapy

Murine CAR-T cells were generated as described previously.^43^ T cells were isolated from inguinal lymph nodes and activated with plate-bound anti-CD3 (100340, BioLegend) and anti-CD28 (102116, BioLegend). Cells were cultured in RPMI 1640 supplemented with 10% FBS, 1% penicillin–streptomycin, 50 μM 2-mercaptoethanol (31350010, Gibco), 1% L-alanyl-l-glutamine (E607060, BBI-lifesciences), 1% non-essential amino acids (11140050, Gibco), 1% HEPES (E607018, BBI-lifesciences), and 300 IU/mL recombinant human IL-2 (TBD20-2, TDB science), then transduced with murine CD19 CAR retroviral vectors (MSGV-1D3-28z; P44010, MiaoLing Plasmid). CAR expression was confirmed prior to adoptive transfer. Mice received cyclophosphamide (CTX, 4.5 mg; S30563, YuanYe Bio-Technology) and fludarabine (FLU, 0.75 mg; S67909, YuanYe Bio-Technology) at full or half doses as indicated. Survival was monitored longitudinally.

### Human G-PBSC transplantation in NSG mice

NSG mice were subjected to intravenous transplantation of human G-PBSCs (5 × 10^7^ cells per mouse) following sublethal γ-irradiation (1.5 Gy). Mice were treated with AAV-Ctrl or AAV-hIL-27, and human B-cell reconstitution was analysed by flow cytometry.

### Statistics

GraphPad Prism (GraphPad Software) was used for statistical analyses. Data normality was assessed using the Shapiro–Wilk test where sample size permitted. For datasets without significant deviation from normality (P > 0.05), two-tailed unpaired Student's t-tests were used for comparisons between two groups.

For experiments with very limited sample sizes, formal statistical testing was not performed, and results were interpreted descriptively. Sample sizes for all experiments are indicated in the corresponding figures or figure legends.

Each dot in scatter plots represents an individual biological replicate. Survival analyses were performed using Kaplan–Meier curves with log-rank tests. Data are presented as mean ± SD where applicable. A P value <0.05 was considered statistically significant and is denoted as ∗ (P < 0.05), ∗∗ (P < 0.01), ∗∗∗ (P < 0.001), and ns (P > 0.05). Exact P values are provided where indicated.

As many experiments involved exploratory mechanistic animal studies, formal a priori power calculations were not performed due to the lack of reliable prior estimates of variance and effect size. Sample size adequacy was therefore guided by the resource equation method (E = N − G; ideal range 10–20) as previously described.^44^ Key findings were supported by independent animal experiments and complementary experimental systems.

### Ethics statement

Human BM samples and G-PBSCs were obtained with informed consent and approved by the Institutional Review Board of Shanghai Children's Medical Center (Approval No. SCMCIRB-K2024163-1).

All animal experiments were reviewed and approved by the Laboratory Animal Welfare and Ethics Committee of Shanghai Children's Medical Center (Approval No. SCMC-LAWEC-2022-016). All procedures were performed in accordance with institutional guidelines and the ARRIVE guidelines.

### Role of funders

The funder provided financial support following project approval and required submission of progress and final reports, but played no role in the study design, conduct, analysis, or reporting.

## Results

### Exogenous IL-27 impairs early B-cell development in the bone marrow

Consistent with our previous observations, AAV-mediated IL-27 delivery markedly reduced the proportion of B cells among tumour-infiltrating lymphocytes.^12^ To determine whether this reflected impaired B-cell development rather than altered peripheral expansion, we analysed splenic and BM B-cell compartments following systemic IL-27 exposure.

IL-27 treatment was associated with a reduced proportion of total splenic B cells at 10 weeks post-exposure (Fig. 1A and B). Transcriptomic deconvolution using CIBERSORTx indicated a relative decrease in early B-cell–associated signatures, which was supported by clustering analyses (Fig. 1C). Consistently, expression of the immature B-cell marker Cd93 appeared reduced (Fig. 1D), suggesting that IL-27 may preferentially influence early B-cell differentiation rather than selectively depleting mature B cells.

**Fig. 1:**
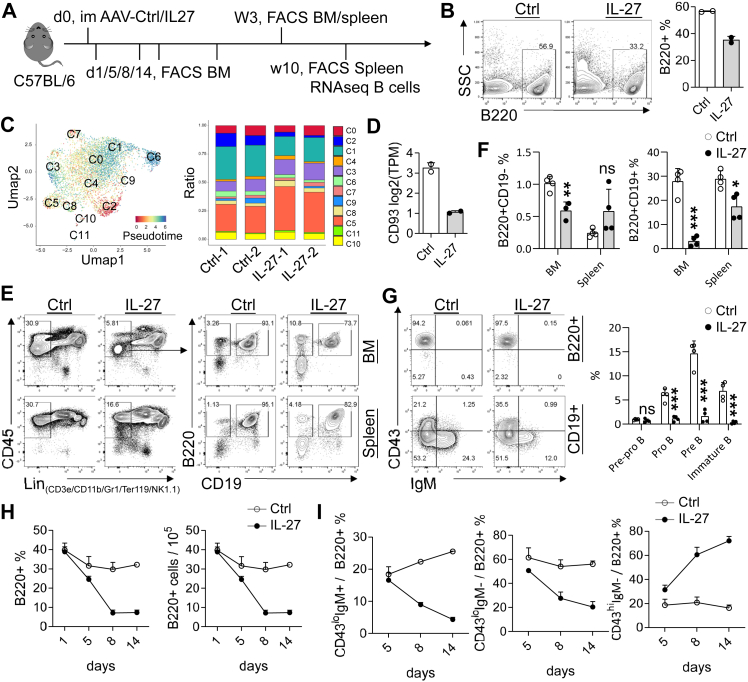
**IL-27 impairs early B-cell development in the bone marrow.** (A) Experimental scheme for AAV-mediated IL-27 delivery and analysis of splenic and BM B-cell compartments. (B–D) Splenic B-cell analysis 10 weeks after AAV-Ctrl or AAV-IL-27 treatment (n = 2 per group). (B) Frequency of total splenic B cells. (C) CIBERSORTx-based deconvolution of splenic B-cell subsets, including clustering and pseudotime analysis (left) and relative subset distribution (right). (D) *Cd93* expression (TPM) in splenic B cells. (E–G) Analysis of splenic and BM B-cell compartments 3 weeks after treatment (n = 4 per group). (E) Representative flow cytometry plots. (F) Frequencies of B220^+^CD19^−^ and B220^−^CD19^+^ populations in the BM and spleen. (G) Relative distribution of B-cell developmental subsets in the BM. (H–I) Kinetics of B-cell populations following IL-27 treatment (n = 2 per group at each time point). (H) Frequency and absolute number of BM B220^+^ B cells. (I) Proportions of B-cell subsets within the B220^+^ compartment at the indicated time points. ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; unpaired Student's t-test.

We next examined the BM compartment. IL-27 caused a pronounced reduction in BM B220^+^ B cells (Fig. 1E and F). The majority of B220^+^CD19^-^ cells in the BM exhibited a pre-pro-B phenotype, whose relative proportion remained largely unchanged following IL-27 treatment. In contrast, downstream B-cell subsets—including pro-B, pre-B, and immature B cells—were markedly reduced upon IL-27 exposure (Fig. 1G).

Kinetic analysis suggested that BM B-cell loss became apparent by day 8 and was accompanied by an increase in early B-cell progenitors (B220^+^CD43^hi^IgM^−^) (Fig. 1H and I), consistent with a potential early developmental blockade.

Together, these findings demonstrate that exogenous IL-27 selectively impairs early B-cell development in the BM, leading to reduced B-cell output in peripheral lymphoid organs.

### Exogenous IL-27 reshapes immune reconstitution after bone marrow transplantation

Given that IL-27 selectively impaired early B-cell development under steady-state conditions, we next assessed its impact on immune reconstitution after BM transplantation. Despite sustained IL-27 exposure, overall haematopoietic recovery, as assessed by total CD45^+^ cell reconstitution, remained largely intact (Fig. 2A and B).

**Fig. 2:**
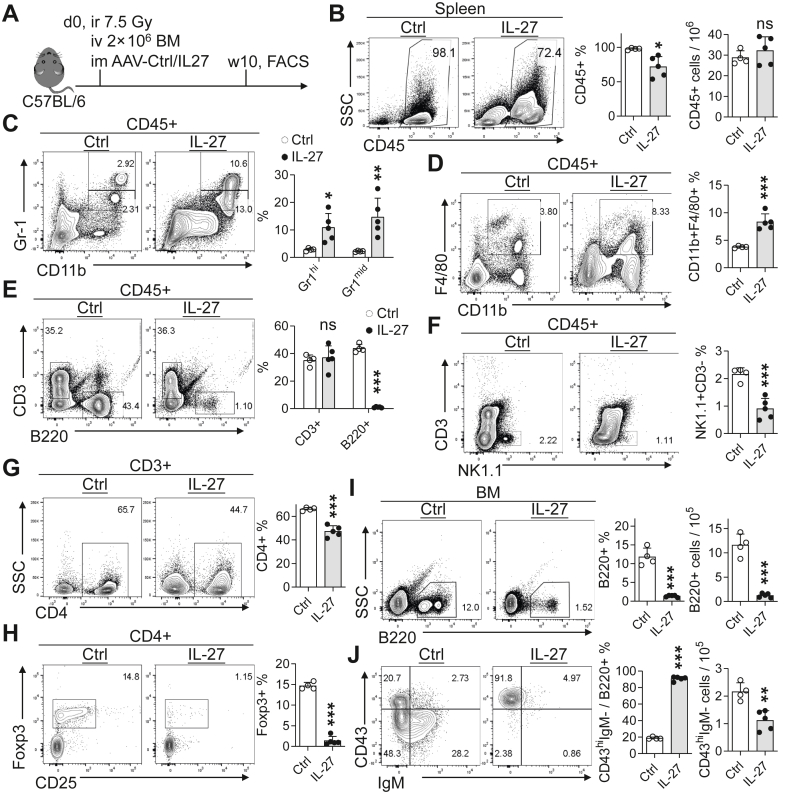
**Exogenous IL-27 reshapes immune reconstitution after bone marrow transplantation.** (A) Experimental scheme. WT mice underwent BM transplantation followed by AAV-Ctrl or AAV-IL-27 treatment. Splenic and BM immune reconstitution was analysed at 10 weeks after treatment (n = 4 mice for the Ctrl group; n = 5 mice for the IL-27 group). (B) Percentages and absolute numbers of CD45^+^ splenocytes. (C–F) Frequencies of major immune cell populations within CD45^+^ splenocytes: myeloid cells (C), macrophages (D), T and B cells (E), and NK cells (F). (G) Frequency of CD4^+^ T cells among splenic T cells. (H) Proportion of Tregs among CD4^+^ T cells. (I–J) BM B-cell reconstitution. Frequency of BM B220^+^ B cells (I) and distribution of B220^+^ B-cell subsets (J). ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; unpaired Student's t-test.

In contrast to preserved global reconstitution, IL-27 markedly altered immune composition. Myeloid cells, including macrophages, were significantly expanded within the CD45^+^ compartment (Fig. 2C and D), indicating a skewing towards myelopoiesis. Conversely, lymphoid reconstitution was selectively impaired: splenic B cells were profoundly reduced (Fig. 2E), while NK cells showed a modest decrease (Fig. 2F). Total T-cell frequencies were largely maintained; however, the proportion of CD4^+^ T cells was reduced, accompanied by a marked decrease in Tregs within the CD4^+^ compartment (Fig. 2G and H).

Consistent with defective peripheral B-cell recovery, the BM compartment exhibited a pronounced reduction in both the frequency and absolute number of B220^+^ B cells in IL-27-treated mice (Fig. 2I). Analysis of BM B-cell subsets revealed a disrupted developmental distribution, characterised by relative enrichment of early B-cell progenitors and marked depletion of downstream differentiated B-cell subsets (Fig. 2J), consistent with an early developmental blockade.

Collectively, these findings indicate that exogenous IL-27 does not compromise global haematopoietic recovery post-transplant but selectively reshapes immune reconstitution, favouring myeloid output while impairing B-cell recovery and modulating specific lymphoid subsets.

### Exogenous IL-27 suppresses CLP formation and disrupts early B-lineage commitment in the bone marrow

To investigate the mechanisms underlying IL-27-mediated inhibition of early B-cell development, we first examined transcriptional programmes in the BM following IL-27 exposure. IL-27 induced coordinated repression of key B-lineage-associated transcription factors, including *Tcf3* (E2A), *Lef1*, *Ebf1*, and *Pax5*, while concomitantly upregulating the myeloid-associated regulator *Cebpa* (Fig. 3A). This transcriptional shift suggests that IL-27 perturbs early lymphoid commitment and favours alternative lineage programmes.

**Fig. 3:**
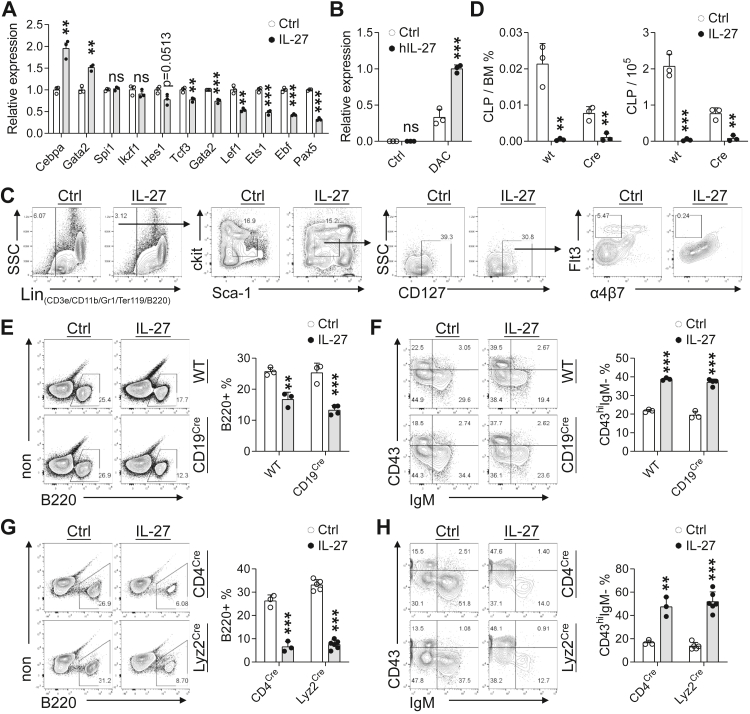
**Exogenous IL-27 inhibits CLP formation in the bone marrow.** (A) qPCR analysis of B-lineage- and myeloid-associated transcription factors in BM cells 5 days after AAV-Ctrl or AAV-IL-27 administration (n = 3 per group). (B) qPCR analysis of *CEBPA* expression in Reh cells treated with hIL-27 and DAC for 3 days (n = 3 per group). (C–D) Frequencies and absolute numbers of CLPs in WT and CD19^Cre^;IL-27R^fl/fl^ mice (n = 3 per group). (E–F) BM B-cell frequency (E) and proportion of B220^+^CD43^hi^IgM^−^ B cells (F) in WT and CD19^Cre^;IL-27R^fl/fl^ mice 2 weeks after AAV treatment (n = 3 for WT Ctrl group; n = 3 for WT IL-27 group; n = 3 for CD19^Cre^ Ctrl group; n = 4 for CD19^Cre^ IL-27 group). (G–H) BM B-cell frequency (G) and proportion of B220^+^CD43^hi^IgM^−^ B cells (H) in CD4^Cre^;IL-27R^fl/fl^ and Lyz2^Cre^;IL-27R^fl/fl^ mice 2 weeks after AAV treatment (n = 3 for CD4^Cre^ Ctrl group; n = 3 for CD4^Cre^ IL-27 group; n = 5 for Lyz2^Cre^ Ctrl group; n = 6 for Lyz2^Cre^ IL-27 group). ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; unpaired Student's t-test.

Consistent with this notion, IL-27 enhanced *Cebpa* expression in B-lineage cells under permissive epigenetic conditions, as demonstrated in Reh cells treated with IL-27 in combination with decitabine (Fig. 3B), supporting a potential link between IL-27 signalling and lineage-associated transcriptional reprogramming.

Given that C/EBPα induction has been implicated in lineage redirection at the progenitor level,^45^^,^^46^ we next assessed whether IL-27 affects CLPs in vivo. Exogenous IL-27 substantially reduced both the frequency and absolute number of BM CLPs (Fig. 3C and D). Notably, a comparable reduction was observed in CD19^Cre^;IL-27R^fl/fl^ mice, indicating that IL-27-mediated suppression of CLPs occurs independently of IL-27R signalling in downstream CD19^+^ B-lineage cells.

Consistent with impaired CLP availability, IL-27 treatment reduced total BM B cells and led to relative accumulation of early B-cell progenitors in both WT and CD19^Cre^;IL-27R^fl/fl^ mice (Fig. 3E and F), demonstrating that the developmental blockade is not rescued by B cell-restricted IL-27R deletion.

To evaluate whether IL-27 indirectly inhibits B-cell development via other haematopoietic lineages, we analysed CD4^Cre^;IL-27R^fl/fl^ and Lyz2^Cre^;IL-27R^fl/fl^ mice. Deletion of IL-27R in either compartment failed to restore BM B-cell frequencies or relieve early B-cell progenitors accumulation (Fig. 3G and H), excluding a dominant role for T cell- or myeloid cell-intrinsic IL-27 signalling.

Collectively, these data demonstrate that exogenous IL-27 suppresses CLP formation and disrupts early B-lineage commitment in the BM. This effect is accompanied by *Cebpa* induction and downregulation of lymphoid-associated transcription factors, and occurs independently of IL-27R signalling in mature B cells, T cells, or myeloid cells.

### IL-27 suppresses B-cell development via cell-intrinsic and niche-dependent mechanisms

Building on the observation that IL-27 suppresses CLP formation and early B-lineage commitment, we next employed mixed BM chimeras to distinguish cell-intrinsic from microenvironment-dependent effects. Mixed WT (CD45.1^+^) and IL-27R^−/−^ (CD45.1^−^) donor cells were transplanted into WT (WTR) or IL-27R^−/−^ (KOR) recipients, and B-cell reconstitution was analysed at early and late stages (Fig. 4A).

**Fig. 4:**
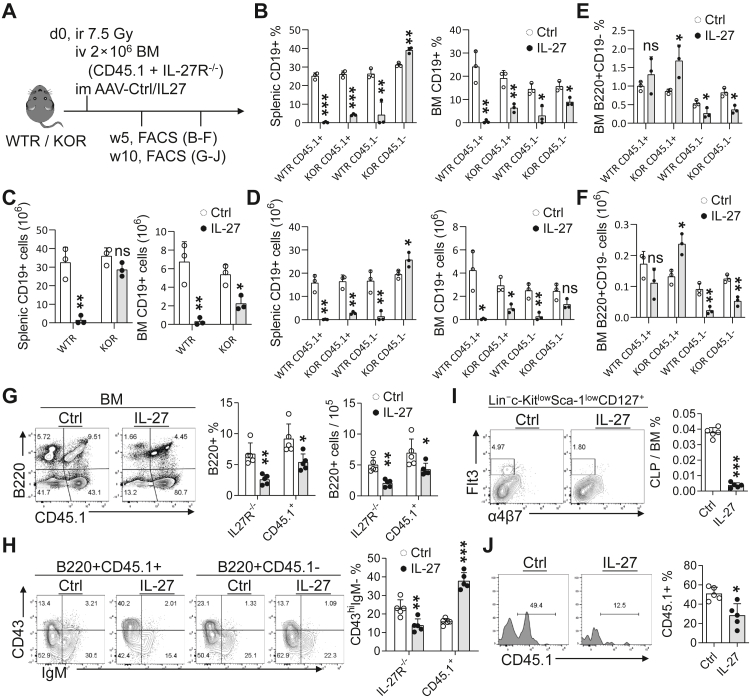
**IL-27 inhibits B-cell development through both direct and indirect mechanisms.** (A) Schematic of the BM chimera model. WT (WTR) or IL-27R^−/−^ (KOR) recipients were treated with AAV-Ctrl or AAV-IL-27. Donor BM cells were a 1:1 mix of WT (CD45.1^+^) and IL-27R^−/−^ (CD45.1^−^) cells. Analyses were performed at 5 weeks (B–E; n = 3 per group) or 10 weeks (F–I; n = 5 per group) post-transplantation. (B) Percentage of CD19^+^ B cells from CD45.1^+^ or CD45.1^−^ (IL-27R^−/−^) donors in spleen and BM of WTR and KOR mice. (C) Absolute numbers of total CD19^+^ B cells in spleen and BM of WTR and KOR mice. (D) Absolute numbers of CD19^+^ B cells from CD45.1^+^ or CD45.1^−^ (IL-27R^−/−^) donors in spleen and BM of WTR and KOR mice. (E) Percentage of B220^+^CD19^−^ B cells from CD45.1^+^ or CD45.1^−^ (IL-27R^−/−^) donors in BM of WTR and KOR mice. (F) Absolute numbers of B220^+^CD19^-^ B cells from CD45.1^+^ or CD45.1^-^ (IL-27R^−/−^) donors in BM of WTR and KOR mice. (G) Frequencies and absolute numbers of BM B220^+^ B cells derived from CD45.1^+^ or IL-27R^−/−^ donors in WTR mice. (H) Proportion of CD43^hi^IgM^−^ subsets from CD45.1^+^ or IL-27R^−/−^ donors in BM B220^+^ B cells in WTR mice. (I–J) Frequencies of CLPs (I) and their donor-specific contributions (J) in BM chimeras. ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; unpaired Student's t-test.

At the early stage, IL-27 markedly reduced BM B-cell reconstitution in both WTR and KOR recipients (Fig. 4B and C). Donor-tracking analysis revealed that in WTR mice, B cells derived from both CD45.1^+^ WT and CD45.1^−^ IL-27R^−/−^ donors were substantially suppressed by IL-27 in the BM and spleen. In contrast, in KOR recipients, CD45.1^+^ WT donor-derived B cells were markedly reduced in both compartments, whereas IL-27R^−/−^ donor-derived B cells were not suppressed in the BM and spleen (Fig. 4D). These data indicate that IL-27 exerts an indirect inhibitory effect on B cells in WT recipient mice, whereas it requires direct action to suppress B cells in IL-27R^−/−^ recipient mice.

Notably, analysis of the B220^+^CD19^-^ compartment—predominantly pre-pro-B cells—revealed divergent responses. In KOR recipients, CD45.1^+^ donor-derived B220^+^CD19^−^ cells were not suppressed by IL-27 and instead exhibited increases in both frequency and absolute number within the BM, whereas IL-27R^−/−^ donor-derived counterparts were reduced in both WTR and KOR recipients (Fig. 4E and F). These findings indicate that IL-27-mediated suppression of B cells is mechanistically heterogeneous, involving both cell-intrinsic and microenvironment-dependent effects, with subset-specific impacts.

At later stages of reconstitution, IL-27 suppressed B cells derived from both CD45.1^+^ WT and IL-27R^−/−^ donors (Fig. 4G). Consistent with earlier observations, IL-27 induced accumulation of early B-cell progenitors among WT donor-derived BM B220^+^ cells, whereas this effect was attenuated in IL-27R^−/−^ donor-derived counterparts (Fig. 4H), supporting a receptor-dependent block at the pre-pro-B stage.

Given the upstream defects observed above, we next examined CLPs. IL-27 selectively reduced WT donor-derived CLPs, whereas IL-27R^−/−^ donor-derived CLPs were less affected (Fig. 4I and J), further supporting a direct inhibitory effect of IL-27 on WT progenitors.

Collectively, these data demonstrate that IL-27 suppresses B-cell development through dual mechanisms: a direct, IL-27R-dependent inhibition of CLPs and early progenitors, and a concurrent niche-mediated constraint that limits early B-cell output in a recipient- and subset-specific manner.

### Exogenous IL-27 indirectly restrains B-ALL cells in the bone marrow

Given that IL-27 profoundly disrupts normal B-cell development in the BM, we next investigated whether it similarly affects malignant B cells within the BM niche. In an N-myc-driven B-ALL transfer model, IL-27 treatment markedly reduced the frequency of B-ALL cells in the BM (Fig. 5A–C). In contrast, splenic B-ALL cells were relatively increased, consistent with preferential redistribution rather than systemic leukaemic cell elimination. This pattern mirrors the effects of IL-27 on normal B cells and indicates a preferential restriction of leukaemic cell accumulation within the BM.

**Fig. 5:**
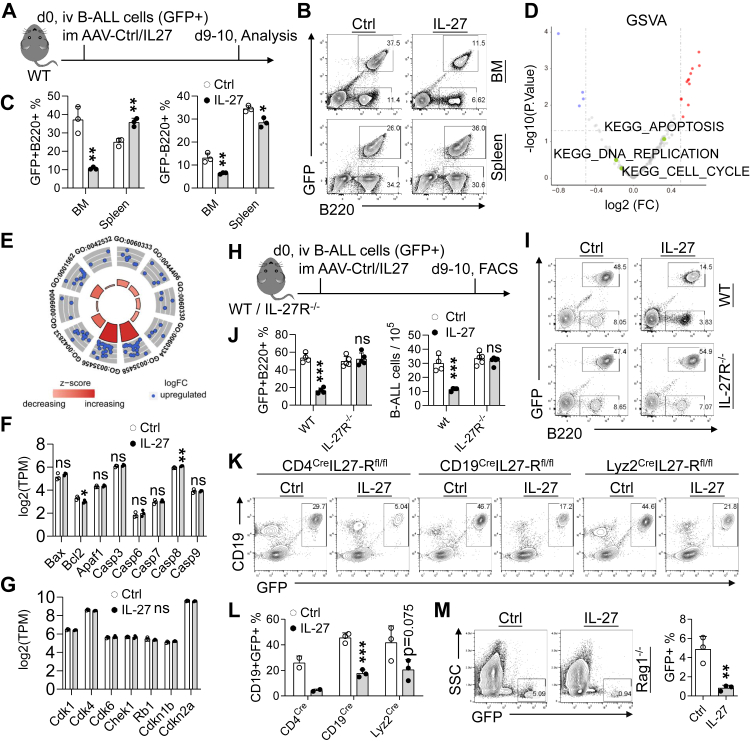
**Exogenous IL-27 indirectly inhibits BM B-ALL cells.** (A) Experimental design. GFP^+^ B-ALL cells were transferred into WT mice, followed by AAV-Ctrl or AAV-IL-27 administration. BM and splenic B-ALL cells were analysed 9–10 days later (n = 3 per group). (B–C) Representative flow cytometry plots and quantification of GFP^+^ B-ALL and GFP^−^ B cells. (D) GSVA analysis of transcriptional changes in BM B-ALL cells isolated from mice in (A). (E) Gene Ontology (GO) enrichment analysis of DEGs between Ctrl and IL-27 groups in (A) (adjusted P < 0.05, |log_2_ fold change| > 1). The outer ring indicates enriched GO terms, the middle ring represents relative gene expression changes in the IL-27 group, and the inner ring shows background gene counts, with colour intensity reflecting enrichment significance. Enriched pathways include interferon-γ-mediated signalling, interferon-β responses, adhesion-related processes, protozoan defence responses, calmodulin-dependent kinase signalling, and negative regulation of STAT tyrosine phosphorylation. (F–G) Expression of apoptosis- and cell cycle-related genes in BM B-ALL cells from (A). (H) Experimental design. WT and IL-27R^−/−^ mice transplanted with GFP^+^ B-ALL cells were treated with AAV-Ctrl or AAV-IL-27 (n = 4 for WT Ctrl group; n = 4 for WT IL-27 group; n = 5 for IL-27R^−/−^ Ctrl group; n = 5 for IL-27R^−/−^ IL-27 group). (I–J) Representative flow plots and quantification of BM B-ALL cells. (K–L) Flow cytometry plots and quantification of BM B-ALL cells in CD4^Cre^;IL-27R^fl/fl^, CD19^Cre^;IL-27R^fl/fl^, and Lyz2^Cre^;IL-27R^fl/fl^ mice (n = 2 for CD4^Cre^ Ctrl group; n = 2 for CD4^Cre^ IL-27 group; n = 3 for CD19^Cre^ Ctrl group; n = 3 for CD19^Cre^ IL-27 group; n = 3 for Lyz2^Cre^ Ctrl group; n = 3 for Lyz2^Cre^ IL-27 group). (M) Flow cytometry plots and quantification of BM B-ALL cells in Rag1^−/−^ mice (n = 3 per group). ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; unpaired Student's t-test.

Transcriptomic profiling of BM-resident B-ALL cells revealed no enrichment of apoptosis-, cell-cycle-, or DNA replication-related pathways following IL-27 treatment (Fig. 5D and E). Consistently, expression of key apoptosis regulators and cell-cycle genes remained unchanged (Fig. 5F and G), arguing against a direct cytotoxic or cell-intrinsic anti-proliferative effect on B-ALL cells.

To determine whether IL-27 acts directly on B-ALL cells in vivo, leukaemic cells were transplanted into IL-27R^−/−^ recipients. Unlike WT hosts, IL-27 failed to suppress BM B-ALL accumulation in IL-27R^−/−^ mice (Fig. 5I and J), indicating that host IL-27R signalling, rather than leukaemic cell-intrinsic signalling, is required for IL-27-mediated suppression. Notably, conditional deletion of IL-27R in T cells, B cells, or myeloid cells did not appear to eliminate the suppressive effect of IL-27 on BM B-ALL (Fig. 5K–L). Consistently, IL-27 retained antileukaemic activity in Rag1^−/−^ mice lacking adaptive immunity (Fig. 5M).

Together, these data demonstrate that exogenous IL-27 restrains B-ALL accumulation in the BM through an indirect mechanism. Rather than directly killing or arresting leukaemic cells, IL-27 acts in an IL-27R-dependent manner to remodel the BM microenvironment, thereby limiting niche support for both normal and malignant B cells.

### Exogenous IL-27 remodels the bone marrow microenvironment to limit B-cell support and leukaemogenesis

To elucidate the microenvironmental basis for IL-27-mediated indirect suppression of normal and malignant B cells, we analysed global transcriptional changes in the BM following IL-27 exposure, focussing on niche remodelling rather than leukaemic cell-intrinsic effects.

Integration with published scRNA-seq references^41^ and pseudotime reconstruction identified discrete B-cell developmental states within the BM (C0–C10), spanning early progenitors to more mature subsets (Fig. 6A and B). Deconvolution of bulk BM transcriptomes revealed relative accumulation of pre-pro-B (C10) and cycling pro-B (C9) populations after IL-27 treatment (Fig. 6C), consistent with impaired progression beyond early stages rather than increased proliferation.

**Fig. 6:**
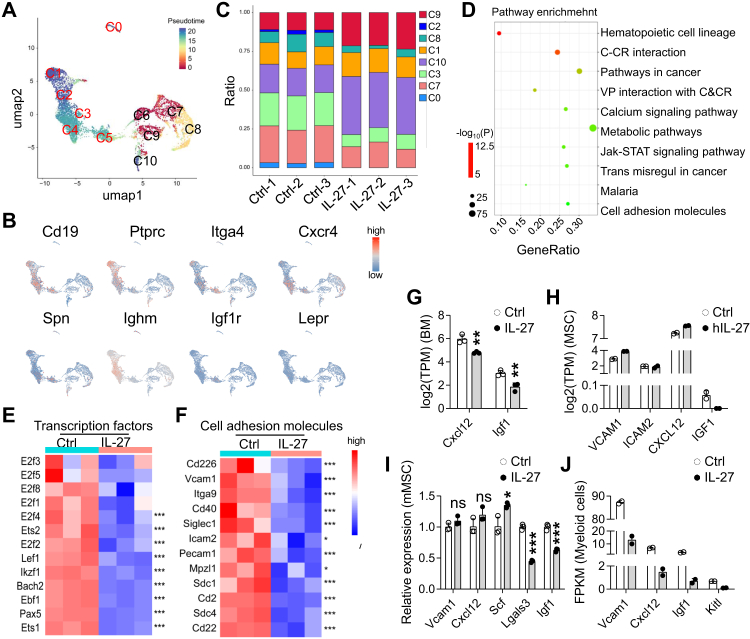
**IL-27 reshapes the BM niche, reducing B-cell support and leukaemogenesis.** (A) Pseudotime analysis of BM B-cell subsets (C0–C10). (B) Expression of representative marker genes across B-cell clusters in (A). (C–G) BM cells were harvested 8 days after AAV-Ctrl or AAV-IL-27 administration for RNA-seq analysis (n = 3 per group). (C) CIBERSORTx analysis showing increased pre-pro-B and cycling pro-B subsets after IL-27 treatment. (D) KEGG pathway enrichment analysis highlighting alterations in adhesion-related pathways. (E–F) Heatmaps of transcription factors (E) and adhesion molecules (F). (G) RNA-seq analysis of genes shown in the figure in BM cells. (H) RNA-seq analysis of genes shown in the figure in human MSCs with or without hIL-27 treatment (n = 2 per group). (I) qPCR analysis of genes shown in the figure in murine MSCs with or without IL-27 (n = 3 per group). (J) RNA-seq analysis of genes shown in the figure in BM Gr-1^+^ cells 3 weeks after AAV-Ctrl or AAV-IL-27 administration (n = 2 per group). ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; unpaired Student's t-test.

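RNA-seq values were analysed for 3 libraries of the BM Gr-1+ cells of Fig. 6J, 2 from AAV-Ctrl mice and 1 from an AAV-IL-27 mouse, against n = 2 per group in the paper. The table holds 1 more column, named as a further AAV-IL-27 replicate, which matches no sample listed in the labels and was not analysed here. AAV-IL-27 is an adeno-associated virus vector that makes the mouse produce IL-27, and AAV-Ctrl is the control vector. The sample labels describe the cells as Ly6G+ (Ly6G is one of the antigens that Gr-1 antibodies bind) and the mice as C57BL/6 animals that had received B16.F10 melanoma cells under the skin 1 week before the vector, which the legend does not mention. Cells were collected 3 weeks after the vector. mRNA was enriched with oligo-dT, strand-marked cDNA was sequenced at BGI, and the authors deposited FPKM values, which are numbers of fragments divided by transcript length and by the total of mapped fragments, to 2 decimals for 16072 named genes. The aligner, the genome build and the rule by which genes entered the table were not stated in the files or the paper's text. The table gives no counts, and depth was estimated from the steps between low FPKM values of genes with a single transcript, at about 19000000 and 19400000 fragments in the AAV-Ctrl libraries and 19100000 in the AAV-IL-27 library. FPKM values of at least 1 were found for 9206 and 9337 genes in the AAV-Ctrl libraries and for 8773 genes in the AAV-IL-27 library. Expression was compared as log2(FPKM + 1) of the AAV-IL-27 library minus the mean of the AAV-Ctrl libraries, a scale that understates the change of genes with low values. Because the 1 AAV-IL-27 library analysed gives no replicate error for that group, no p-value was computed, and each difference was set beside the difference between the AAV-Ctrl libraries. That difference had a median size of 0.087 over the 9130 genes with a mean FPKM of at least 1, and its 99th percentile was 0.571.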

Pathway enrichment analyses revealed coordinated suppression of cell adhesion and cell–matrix interaction programmes in the BM niche following IL-27 exposure (Fig. 6D). Correspondingly, transcription factors critical for B-cell differentiation (*Ebf1*, *Pax5*, *Ikzf1*, *Bach2*) and adhesion molecules involved in B-cell retention (*Vcam1*, *Icam2*, *Itga9*) were coordinately downregulated (Fig. 6E and F).

In parallel, IL-27 reduced expression of key niche-derived trophic factors. Bulk BM RNA-seq suggested reduced Igf1 expression following IL-27 treatment (Fig. 6G), a pattern similarly observed in both human and murine MSCs treated with IL-27 (Fig. 6H and I). In addition, BM Gr-1^+^ myeloid cells showed decreased expression of several B-cell–supportive factors, including *Vcam1*, *Cxcl12*, *Igf1*, and *Kitl* (Fig. 6J), consistent with IL-27–associated remodelling of multiple non–B-cell compartments within the BM.

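All 4 genes had lower FPKM values in the AAV-IL-27 library than in either AAV-Ctrl library. The positions are those of the GENCODE M21 annotation of GRCm38, since the authors' build is not stated. Vcam1 (NCBI Gene 22329, chromosome 3 from 116109949 to 116129688, minus strand) encodes an adhesion molecule and had an FPKM of 87.3 ± 0.778 (SD, n = 2) in AAV-Ctrl and 16.0 in AAV-IL-27, a log2 difference of -2.37. Cxcl12 (NCBI Gene 20315, chromosome 6 from 117168535 to 117181367, plus strand), which encodes a chemokine, had an FPKM of 6.87 ± 0.403 (SD, n = 2) in AAV-Ctrl and 1.18 in AAV-IL-27, a log2 difference of -1.85. The growth factor gene Igf1 (NCBI Gene 16000, chromosome 10 from 87858265 to 87937042, plus strand) had an FPKM of 3.46 ± 0.332 (SD, n = 2) in AAV-Ctrl and 0.85 in AAV-IL-27, a log2 difference of -1.27. Kitl (NCBI Gene 17311, chromosome 10 from 100015630 to 100100416, plus strand), which encodes stem cell factor, was listed at 0.69 in both AAV-Ctrl libraries and at 0.1 in AAV-IL-27, a log2 difference of -0.62. Its values correspond to an estimated 73 and 75 fragments in the AAV-Ctrl libraries and 11 in the AAV-IL-27 library, and their 95% Poisson intervals, from 57.2 to 91.8, from 59.0 to 94.0 and from 5.5 to 19.7, do not overlap between the groups. These intervals cover counting error only. On the FPKM scale itself, the AAV-IL-27 values were 18.4% of the AAV-Ctrl mean for Vcam1, 17.2% for Cxcl12, 24.6% for Igf1 and 14.5% for Kitl. The pseudocount moved the log2 difference of Kitl most, to -2.67 with 0.01 in place of 1. For Vcam1, Cxcl12 and Igf1 each fall was larger than the 99th percentile of the differences between the AAV-Ctrl libraries, but with 1 AAV-IL-27 library the spread among AAV-IL-27 mice was not measured here. Kitl, with a mean FPKM of 0.493, is outside the genes of that percentile, and 140 of 2112 genes of similar level (6.63%) had a log2 difference as low. The lowest of these 2112 genes cannot fall that far with a pseudocount of 1, so the percentage makes such a fall look rarer than it is. Among the 9130 genes, 212 were lower by at least 1 on the log2 scale in the AAV-IL-27 library than in both AAV-Ctrl libraries and 28 were higher. The same count with an AAV-Ctrl library as the odd one gave 3 lower and 0 higher genes for the first and 1 lower and 3 higher genes for the second. Ranked by the fall below the nearer AAV-Ctrl library, Vcam1 stood at 19, Cxcl12 at 54 and Igf1 at 147. Transcripts of macrophages were lower in the same library, with a median log2 difference of -1.65 over 17 macrophage genes. So were those of erythroid cells (-2.82 over 12 genes), B cells (-1.83 over 6) and megakaryocytes (-1.28 over 6). The medians of late neutrophil (-0.05) and monocyte (0.12) genes were not much changed. Bulk RNA does not separate a change in cell shares from lower expression in each cell. The paper also describes lower Igf1 in whole BM and in human and murine MSCs. Together with the lower expression of these factors in myeloid cells, it proposes that IL-27 remodels several compartments of the BM other than B cells.

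**Figure D1:**
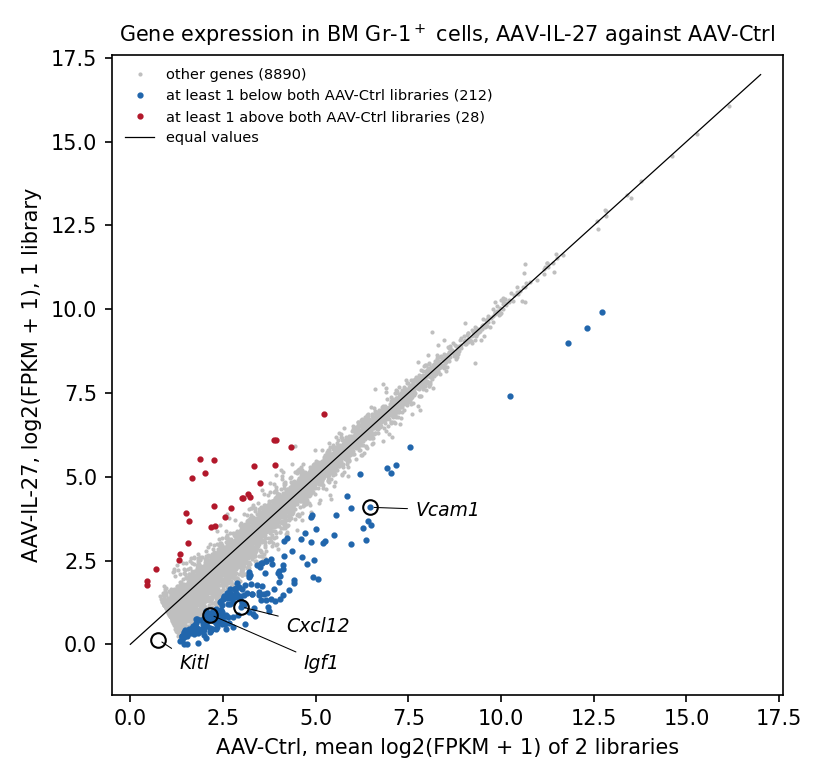
Each point is a gene, with the mean log2(FPKM + 1) of the 2 AAV-Ctrl libraries on the x axis and log2(FPKM + 1) of the 1 AAV-IL-27 library on the y axis, for the 9130 genes with a mean FPKM of at least 1 and for Kitl. The black line marks equal values, and Vcam1, Cxcl12, Igf1 and Kitl (circled) lie below it, with 212 genes (blue) at least 1 below both AAV-Ctrl libraries and 28 (red) at least 1 above.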

Collectively, these data demonstrate that exogenous IL-27 remodels the BM microenvironment by attenuating adhesion cues and trophic support essential for B-cell maintenance. This coordinated niche remodelling provides a mechanistic basis for the indirect suppression of both normal B cells and B-ALL cells, independent of direct effects on B-cell survival or proliferation.

### Exogenous IL-27 enhances therapeutic efficacy and modulates B-cell compartments

To evaluate the therapeutic potential of IL-27 in B-ALL, we first assessed its efficacy in combination with chemotherapy. WT and Rag1^−/−^ mice bearing N-myc-driven B-ALL were treated with AAV-IL-27 or AAV-Ctrl, either alone or alongside standard chemotherapeutic regimens. Kaplan–Meier analyses demonstrated that IL-27 significantly enhanced chemotherapy efficacy in both immunocompetent and lymphocyte-deficient hosts (Fig. 7A and B). These findings indicate that the therapeutic benefit of IL-27 does not require mature adaptive immune cells.

**Fig. 7:**
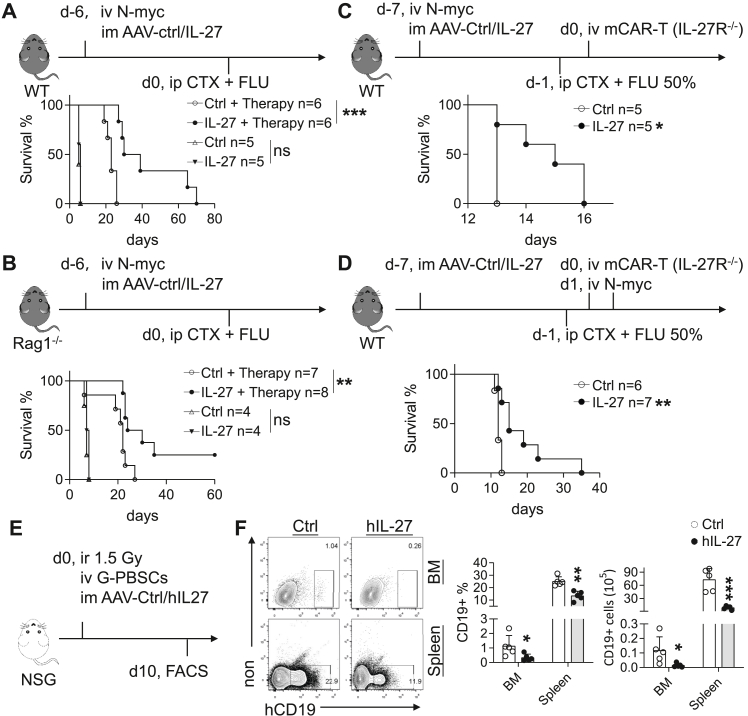
**IL-27 exhibits therapeutic potential while modulating B-cell compartments.** (A–B) Experimental design of combination therapy in WT (A) and Rag1^−/−^ (B) mice, with corresponding Kaplan–Meier survival analysis. (C–D) Experimental design of IL-27R^−/−^ CAR-T cell therapy combined with AAV-Ctrl or AAV-IL-27 in B-ALL-bearing mice, with Kaplan–Meier survival curves. B-ALL cells were transplanted either prior to chemotherapy (C) or after chemotherapy (D). (E–F) NSG mice transplanted with human G-PBSCs were injected intramuscularly with AAV-Ctrl or hIL-27. 10 days later, frequencies and absolute numbers of B cells in the BM and spleen were analysed (n = 5 per group). ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001; ns, not significant; log-rank test (A–D) and unpaired Student's t-test (E–F).

Given that IL-27 enhanced chemotherapy efficacy independently of adaptive immunity, we next asked whether IL-27 could similarly potentiate CAR-T therapy through microenvironmental mechanisms rather than direct effects on CAR-T cells. To dissect the effect of IL-27 on the BM microenvironment rather than its direct action on CAR-T cells, IL-27R^−/−^ CAR-T cells were adoptively transferred into B-ALL-bearing mice post-chemotherapy, in conjunction with AAV-IL-27 or control vectors. IL-27 treatment markedly improved IL-27R^−/−^ CAR-T-mediated antileukaemic efficacy, resulting in prolonged survival (Fig. 7C and D). This enhancement suggests that IL-27 can support cellular immunotherapy, potentially through modulation of the BM microenvironment and/or CAR-T cell fitness.

Finally, to determine whether IL-27 similarly affects human B-cell compartments, NSG mice were reconstituted with human G-PBSCs and treated with AAV-hIL-27 or AAV-Ctrl. hIL-27 significantly reduced both the frequency and absolute number of human B cells in the BM and spleen (Fig. 7E and F), indicating a conserved suppressive effect across species and supporting translational relevance.

Collectively, these data demonstrate that exogenous IL-27 confers therapeutic benefit in B-ALL by enhancing chemotherapy and CAR-T efficacy, while concurrently restraining normal B-cell compartments. This dual activity supports the potential of IL-27 as a complementary strategy for B-cell malignancies.

## Discussion

In this study, we identify exogenous IL-27 as a previously unrecognised regulator of B-cell haematopoiesis and B-ALL progression within the BM. Our data support a dual mechanism whereby IL-27 directly suppresses early B-cell progenitors, particularly CLPs, while concurrently remodelling the BM microenvironment to reduce niche-derived support for both normal and malignant B cells. Together, these findings position IL-27 as a cytokine that links intrinsic progenitor regulation with extrinsic niche control.

A central observation of this study is that IL-27 selectively restrains B-cell reconstitution without globally impairing haematopoietic recovery. This selectivity reflects two coordinated mechanisms. At the progenitor level, IL-27 directly reduces CLP abundance and suppresses early B-lineage differentiation in the BM, accompanied by induction of C/EBPα, a key regulator of early lineage specification. Although the downstream signalling pathways remain to be defined, these data support a direct role for IL-27 in modulating early lymphoid fate decisions. In parallel, IL-27 indirectly limits B-cell output by remodelling the BM niche, as evidenced by reduced expression of critical adhesion molecules and trophic factors, including VCAM-1, ICAM-2, CXCL12 and IGF-1, thereby weakening the microenvironment required for both B-cell development and leukaemic persistence.

Importantly, IL-27-mediated niche remodelling is context- and cell type-dependent. Unlike prior studies performed in isolated cell systems,^47^ our in vivo analyses show that VCAM-1 and CXCL12 are broadly reduced in the BM and in Gr-1^+^ myeloid cells, despite relatively preserved expression in mesenchymal stromal cells, indicating contributions from multiple niche compartments. Among these alterations, suppression of IGF-1 is particularly notable given its established role in B-cell differentiation and leukaemia survival. These findings suggest that IL-27 may modulate metabolic–immune circuits that constrain lymphopoiesis and B-ALL progression in vivo.

Beyond its effects on normal B-cell development, IL-27-driven BM remodelling has important therapeutic implications for B-ALL. The BM niche is a critical determinant of leukaemic survival, chemoresistance and relapse.^48^, ^49^, ^50^ By disrupting niche-derived adhesive and survival signals, IL-27 sensitises B-ALL cells to chemotherapy and limits disease progression. Moreover, IL-27 enhances the efficacy of CAR-T therapy, even when IL-27R^−/−^ CAR-T cells are used, indicating that its therapeutic benefit is largely mediated through microenvironmental remodelling rather than direct effects on effector cells. By reducing both normal B-cell output and leukaemic burden, IL-27 may also alleviate persistent antigen stimulation, a known driver of CAR-T exhaustion, thereby supporting CAR-T persistence and function.

These observations may extend beyond malignancy. Aberrant B-cell development and survival contribute to multiple autoimmune diseases, which are largely treated via peripheral B-cell depletion, with incomplete or transient efficacy.^51^ By targeting early B-cell development while simultaneously weakening BM niche support, IL-27 may represent a complementary strategy for B-cell-mediated disorders, pending further validation.

In summary, our study establishes IL-27 as a regulator of B-cell haematopoiesis and B-ALL progression through coordinated inhibition of CLPs and remodelling of the BM niche. These findings advance our understanding of cytokine–niche interactions and provide a conceptual framework for exploiting IL-27 to enhance chemotherapy and cellular immunotherapies while overcoming niche-mediated resistance.

### Limitations of the study

C/EBPα is known to influence lineage decisions of CLPs and B cells. While IL-27 upregulates C/EBPα and suppresses CLPs, the precise mechanisms underlying this regulation, including potential contributions from C/EBPα and other downstream pathways, remain to be fully clarified. Similarly, the broader effects of IL-27 on individual BM niche cells and their role in B-cell modulation warrant further study.

Safety and immune homoeostasis remain key considerations for IL-27 therapies. While long-term AAV-IL-27 did not induce overt autoimmunity in mice,^16^^,^^17^ careful evaluation of immune skewing, infection risk, and organ toxicity is required. Targeted delivery to the BM may help mitigate potential side effects.

## Contributors

JMZ, XFB, and CWD designed the study and drafted the manuscript with input from all authors; JMZ and CWD accessed and verified the underlying data. JMZ performed most experiments, JX analysed RNA-seq data and validated transgenic mice, KMC provided technical guidance, and all authors approved the final manuscript.

## Data sharing statement

Data supporting the findings of this study will be made available upon reasonable request, beginning at publication and with no end date. Proposals should be directed to .

## Declaration of interests

The authors declare no competing financial or non-financial interests.

# Supplementary material for: Interleukin-27 remodels the bone marrow niche to suppress B-cell development and leukaemia progression in mouse models
**Source:** eBioMedicine. 2026 Apr 2;127:106239. doi: 10.1016/j.ebiom.2026.106239
**Supplement:** Supplementary Table 1

**Supplementary Table 1. Antibodies used in FACS analysis**

| Antibody | Clone | Catalog | Vendor | RRID |
| --- | --- | --- | --- | --- |
| B220-APCcy7 | RA3-6B2 | 103224 | BioLegend | RRID:AB_313007 |
| B220-FITC | RA3-6B2 | 103206 | BioLegend | RRID:AB_312991 |
| B220-PE | RA3-6B2 | 103208 | BioLegend | RRID:AB_312993 |
| Sca-1-APCcy7 | D7 | 108126 | BioLegend | RRID:AB_10645327 |
| Flt3-PE | A2F10 | 135306 | BioLegend | RRID:AB_1877217 |
| CD11b-APC | M1/70 | 561690 | BD Biosciences | RRID:AB_10897015 |
| CD3-APC | 17A2 | 565643 | BD Biosciences | RRID:AB_2739319 |
| NK1.1-PE | PK136 | 561046 | BD Biosciences | RRID:AB_10563766 |
| hCD19-APC | HIB19 | 555413 | BD Biosciences | RRID:AB_395813 |
| CD45-SB600 | 30-F11 | 63-0451-82 | eBioscience | RRID:AB_2637149 |
| CD19-APC | eBio1D3 (1D3) | 17-0193-82 | eBioscience | RRID:AB_1659676 |
| CD19-PE | eBio1D3 (1D3) | 12-0193-82 | eBioscience | RRID:AB_657659 |
| CD19-FITC | eBio1D3 (1D3) | 11-0193-82 | eBioscience | RRID:AB_657666 |
| IgM-APCef780 | II/41 | 47-5790-82 | eBioscience | RRID:AB_2573984 |
| CD43-PEcy7 | eBioR2/60 | 11-0431-82 | eBioscience | RRID:AB_465040 |
| Gr-1-ef450 | RB6-8C5 | 48-5931-82 | eBioscience | RRID:AB_1548788 |
| F4/80-PE | BM8 | 12-4801-82 | eBioscience | RRID:AB_465923 |
| CD4-PEcy7 | GK1.5 | 25-0041-82 | eBioscience | RRID:AB_469576 |
| Foxp3-PE | FJK-16s | 12-5773-82 | eBioscience | RRID:AB_465936 |
| CD25-APC | PC61.5 | 17-0251-82 | eBioscience | RRID:AB_469366 |
| c-Kit-BV605 | 2B8 | 406-1171-82 | eBioscience | RRID:AB_3666070 |
| CD127-PEcy7 | A7R34 | 25-1271-82 | eBioscience | RRID:AB_469649 |
| α4β7-APC | DATK32 | 17-5887-82 | eBioscience | RRID:AB_1210577 |
| CD45.1-PE | A20 | 12-0453-82 | eBioscience | RRID:AB_465675 |
| CD45.1-FITC | A20 | 11-0453-82 | eBioscience | RRID:AB_465058 |
| CD45.1-APCef780 | A20 | 47-0453-82 | eBioscience | RRID:AB_1582228 |
| Lin-ef450 | 17A2(CD3)、RA3-6B2(B220)、M1/70(CD11b)、TER-119(TER-119)、RB6-8C5(Gr-1) | 88-7772-72 | eBioscience | RRID:AB_10426799 |

# Supplementary material for: Interleukin-27 remodels the bone marrow niche to suppress B-cell development and leukaemia progression in mouse models
**Source:** eBioMedicine. 2026 Apr 2;127:106239. doi: 10.1016/j.ebiom.2026.106239
**Supplement:** Reagent Validation

## Supplemental Data: Reagent Validation – STR Authentication for Cell Lines

**Only the Reh cell line was used in this study; the STR profiles of other tested cell lines (NALM-6, MCF 10A) are provided for completeness and not relevant to the present research.**

STR Authentication Report for Reh Cell Line

**Testing Institution:** Shanghai Biowing Applied Biotechnology Co., Ltd.

**Submitting Institution:** Shanghai Children's Medical Center

**Report Date:** July 25, 2019

**Sample Information for Reh:** Client sample ID = R; Internal laboratory ID = 20190724-01

**Detection Method:** Genomic DNA was extracted using the Axygen genomic DNA extraction kit. Short tandem repeat (STR) genotyping was performed via a **21-STR amplification protocol**, and the STR loci plus the sex-determining Amelogenin locus were analyzed on an ABI 3730XL Genetic Analyzer. STR profile matching was conducted against the DSMZ cell line database (integrating STR data from ATCC, DSMZ, JCRB and RIKEN databases).

### **Key Validation Results for Reh Cell Line:**

1. No multi-allelic loci ( $\geq 3$  alleles) were detected in the Reh cell line, indicating a normal STR genotyping profile.
2. The STR profile of the tested Reh cell line showed a **basic match** with the reference Reh cell line (DSMZ, CRL-8286) with a matching score (EV value) of 0.94.
3. All aligned STR loci (D5S818, D13S317, D7S820, D16S539, VWA, TH01, AMEL, TPOX) exhibited **100% concordance** in allele sizes with the DSMZ reference. A single locus discrepancy was observed at CSF1PO: the tested Reh cell line had alleles 11/12, while the DSMZ reference had alleles 10/11.
4. Additional STR loci (D12S391, FGA, D2S1338, etc.) were successfully amplified and genotyped for the tested Reh cell line with clear, interpretable results.

**Note:** This document is the original Chinese STR authentication report with complete genotyping data for the Reh cell line (and other tested cell lines) attached in the following pages. All experimental procedures and STR profiling comply with standard cell line authentication guidelines recommended by the International Cell Line Authentication Committee (ICLAC).

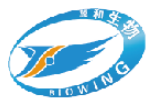

# 细胞遗传质量鉴定检测

## Cell Line Authentication Service

### STR 基因型检测报告

**送检单位：上海儿童医学中心**

**检品名称：细胞系**

**委托单位：上海翼和应用生物技术有限公司**

**报告日期：2019-07-25**

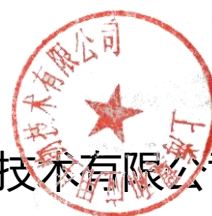

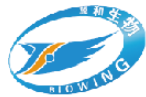

# 报告说明

1. 本报告只对送检的来样负责。
2. 检验报告上的检验结果和检验单位名称，未经同意不得用于广告、评优及商业宣传。
3. 对本报告有异议，请于收到报告之日起十五日内以书面方式提出，逾期不予受理。
4. 对纸质检验报告涂改、增删，或未加盖检验单位印章的复印件均无效。

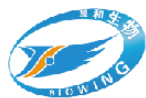

# 样品信息

**样品编号:**

| 客户样本编号 | 公司编号        |
|--------|-------------|
| R      | 20190724-01 |
| N      | 20190724-02 |
| 10A    | 20190724-03 |

**样品数量:** 3

**样品性状:** 细胞系

**检测项目:** STR

**送检单位:** 上海儿童医学中心

**检测方法:** 用 Axygen 的基因组抽提试剂盒提取 DNA, 采用 21- STR 扩增方案扩增, 在 ABI 3730XL 型遗传分析仪上对 STR 位点和性别基因 Amelogenin 进行检测。

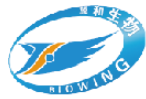

# 检测结果

## (一) 检验基本情况

| 公司编号        | 多等位基因 | 匹配细胞系   | 细胞库  | EV 值 | 匹配说明 |
|-------------|-------|---------|------|------|------|
| 20190724-01 | 无     | Reh     | DSMZ | 0.94 | 基本匹配 |
| 20190724-02 | 有     | NALM-6  | DSMZ | 0.90 | 基本匹配 |
| 20190724-03 | 无     | MCF 10A | DSMZ | 1.00 | 完全匹配 |

样本基因型检验结果

- 多等位基因指三等位及以上基因现象。
- 本次检测各细胞分型结果良好。

## (二) 各样本描述

- 20190724-01: 该株细胞 DNA 分型在细胞系检索中找到基本匹配的细胞系, DSMZ 数据库显示细胞名为 Reh, 细胞号对应 CRL-8286。本次检测在该细胞系中没有发现多等位基因。
- 20190724-02: 该株细胞 DNA 分型在细胞系检索中找到基本匹配的细胞系, DSMZ 数据库显示细胞名为 NALM-6, 细胞号对应 128。本次检测在该细胞系中发现多等位基因。
- 20190724-03: 该株细胞 DNA 分型在细胞系检索中找到完全匹配的细胞系, DSMZ 数据库显示细胞名为 MCF 10A, 细胞号对应 CRL-10317。本次检测在该细胞系中没有发现多等位基因。

**备注:** 待测细胞系与收录于 ATCC, DSMZ, JCRB 和 RIKEN 数据库的细胞系 STR 数据进行比对, 未收录于以上细胞库的细胞系将无法匹配。

### (三) 样本分型结果

| 细胞的 STR 位点和 Amelogenin 位点的基因分型结果 |             |         |         |              |         |         |
|----------------------------------|-------------|---------|---------|--------------|---------|---------|
| Loci                             | 送检细胞 STR 信息 |         |         | 细胞库细胞 STR 信息 |         |         |
|                                  | 送检细胞名: R    |         |         | 细胞库细胞名: Reh  |         |         |
|                                  | Allele1     | Allele2 | Allele3 | Allele1      | Allele2 | Allele3 |
| D5S818                           | 11          | 13      |         | 11           | 13      |         |
| D13S317                          | 11          | 13      |         | 11           | 13      |         |
| D7S820                           | 9           | 12      |         | 9            | 12      |         |
| D16S539                          | 9           | 9       |         | 9            | 9       |         |
| VWA                              | 14          | 15      |         | 14           | 15      |         |
| TH01                             | 7           | 7       |         | 7            | 7       |         |
| AMEL                             | X           | X       |         | X            | X       |         |
| TPOX                             | 8           | 8       |         | 8            | 8       |         |
| CSF1PO                           | 11          | 12      |         | 10           | 11      |         |
| D12S391                          | 23          | 25      |         |              |         |         |
| FGA                              | 22          | 23      |         |              |         |         |
| D2S1338                          | 20          | 22      |         |              |         |         |
| D21S11                           | 28          | 30      |         |              |         |         |
| D18S51                           | 10          | 14      |         |              |         |         |
| D8S1179                          | 13          | 15      |         |              |         |         |
| D3S1358                          | 18.2        | 18.2    |         |              |         |         |
| D6S1043                          | 11          | 21      |         |              |         |         |
| PENTAE                           | 7           | 11      |         |              |         |         |
| D19S433                          | 12          | 14      |         |              |         |         |
| PENTAD                           | 9           | 11      |         |              |         |         |
| D1S1656                          | 15          | 15      |         |              |         |         |

| 细胞的 STR 位点和 Amelogenin 位点的基因分型结果 |             |         |         |                |         |         |
|----------------------------------|-------------|---------|---------|----------------|---------|---------|
| Loci                             | 送检细胞 STR 信息 |         |         | 细胞库细胞 STR 信息   |         |         |
|                                  | 送检细胞名: N    |         |         | 细胞库细胞名: NALM-6 |         |         |
|                                  | Allele1     | Allele2 | Allele3 | Allele1        | Allele2 | Allele3 |
| D5S818                           | 11          | 12      |         | 11             | 12      | 10      |
| D13S317                          | 9           | 12      |         | 9              | 12      | 8       |
| D7S820                           | 8           | 10      |         | 8              | 10      | 9       |
| D16S539                          | 10          | 11      |         | 10             | 11      | 9       |
| VWA                              | 15          | 16      |         | 15             | 16      |         |
| TH01                             | 8           | 9       |         | 8              | 9       |         |
| AMEL                             | X           | Y       |         | X              | Y       |         |
| TPOX                             | 8           | 10      |         | 8              | 10      |         |
| CSF1PO                           | 12          | 12      |         | 12             | 12      |         |
| D12S391                          | 20          | 21      |         |                |         |         |
| FGA                              | 22          | 23      |         |                |         |         |
| D2S1338                          | 17          | 24      |         |                |         |         |
| D21S11                           | 28          | 29      |         |                |         |         |
| D18S51                           | 12          | 15      |         |                |         |         |
| D8S1179                          | 12          | 13      |         |                |         |         |
| D3S1358                          | 16          | 17      |         |                |         |         |
| D6S1043                          | 10          | 11      | 12      |                |         |         |
| PENTAE                           | 11          | 11      |         |                |         |         |
| D19S433                          | 13          | 15      |         |                |         |         |
| PENTAD                           | 8           | 14      |         |                |         |         |
| D1S1656                          | 11          | 17      |         |                |         |         |

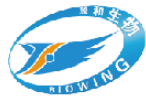

| 细胞的 STR 位点和 Amelogenin 位点的基因分型结果 |             |         |         |                 |         |         |
|----------------------------------|-------------|---------|---------|-----------------|---------|---------|
| Loci                             | 送检细胞 STR 信息 |         |         | 细胞库细胞 STR 信息    |         |         |
|                                  | 送检细胞名: 10A  |         |         | 细胞库细胞名: MCF 10A |         |         |
|                                  | Allele1     | Allele2 | Allele3 | Allele1         | Allele2 | Allele3 |
| D5S818                           | 10          | 13      |         | 10              | 13      |         |
| D13S317                          | 8           | 9       |         | 8               | 9       |         |
| D7S820                           | 10          | 11      |         | 10              | 11      |         |
| D16S539                          | 11          | 12      |         | 11              | 12      |         |
| VWA                              | 15          | 17      |         | 15              | 17      |         |
| TH01                             | 8           | 9.3     |         | 8               | 9.3     |         |
| AMEL                             | X           | X       |         | X               | X       |         |
| TPOX                             | 9           | 11      |         | 9               | 11      |         |
| CSF1PO                           | 10          | 12      |         | 10              | 12      |         |
| D12S391                          | 17          | 20      |         |                 |         |         |
| FGA                              | 22          | 24      |         |                 |         |         |
| D2S1338                          | 21          | 26      |         |                 |         |         |
| D21S11                           | 28          | 30      |         |                 |         |         |
| D18S51                           | 18          | 19      |         |                 |         |         |
| D8S1179                          | 14          | 16      |         |                 |         |         |
| D3S1358                          | 14          | 18      |         |                 |         |         |
| D6S1043                          | 12          | 18      |         |                 |         |         |
| PENTAE                           | 13          | 14      |         |                 |         |         |
| D19S433                          | 13          | 15      |         |                 |         |         |
| PENTAD                           | 10          | 12      |         |                 |         |         |
| D1S1656                          | 17          | 17.3    |         |                 |         |         |

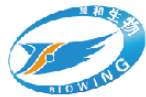

## 其他说明

### (一) 分型方案及位点分布

|   | 方案 1    | 方案 2    | 方案 3    | 方案 4    |
|---|---------|---------|---------|---------|
| 1 | D3S1358 | D8S1179 | D19S433 | AMEL    |
| 2 | VWA     | D21S11  | TH01    | D1S1656 |
| 3 | D7S820  | D16S539 | D13S317 | D5S818  |
| 4 | CSF1PO  | D2S1338 | TPOX    | D12S391 |
| 5 | PENTAE  | PENTAD  | D18S51  | FGA     |
| 6 |         |         | D6S1043 |         |

实验方案及位点

### (二) STR 数据库比对

本公司采用 DSMZ tools 进行细胞系比对，其中包含来自于 ATCC, DSMZ, JCRB 和 RIKEN 数据库的 2455 个细胞系 STR 数据。如果待检测细胞未收录于以上细胞库或这是自行建立的新细胞系将无法进行比对，用户需根据细胞分型结果自行与其他数据库进行比对。

### (三) 文献引用参考

1. Authentication testing of HEK 293T and HeLa cell lines have been performed by Shanghai Biowing Applied Biotechnology Co.,Ltd via STR profiling. STR profiles match the standards recommended for HEK 293T and HeLa cell lines authentication
2. AGS, NCI-N87, HGC-27 and HEK293 were STR-authenticated on Dec. 8, 2015 by Shanghai Biowing Applied Biotechnology Co. LTD, Shanghai, China

主要实验人员：张佳男

复核人：钱宁

负责人：白杨

签发日期：2019-07-25

How the deposited data were processed for this re-analysis (not part of the article)

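The values analysed come from RNA-seq of BM Gr-1+ (Ly6G+) cells of mice given AAV-Ctrl (2 libraries) or AAV-IL-27 (1 library) 3 weeks earlier. Groups were taken from the sample labels and Fig. 6J. The paper gives n = 2 per group, and the labels count 4 mice but list 2 AAV-Ctrl and 1 AAV-IL-27 library. In the deposited table, 1 further column of per-sample values, named as an AAV-IL-27 replicate, matched no listed sample and was not used here. The other RNA-seq experiments of the study were not analysed here.

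The authors enriched mRNA with oligo-dT, sequenced strand-marked libraries at BGI, and deposited FPKM values (fragments divided by transcript length and by the total of mapped fragments) with 2 decimals for 16073 rows, of which 1 has no gene symbol and was left out. The aligner, the counting tool, the genome build and the rule by which genes entered the table are not stated in the paper's text, its supplementary text or the sample labels. Genes are keyed by NCBI Gene numbers, 16035 of which matched a RefSeq gene number. In total, 240 genes were listed at 0 in all 3 libraries. Where near-identical genes share fragments, the authors' counting may have split them, so the single values of the H2-Q genes and of the haemoglobin genes are uncertain.

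The table holds no counts. FPKM values of genes with few fragments rise in steps that depend on transcript length and depth, and these steps were fitted over 10934 genes with a single RefSeq transcript in GENCODE M21, with 70 nt subtracted from every length. The fit used 417, 396 and 405 low values and placed 81.1%, 77.8% and 77.8% of them near whole fragments in AAV-Ctrl 1, AAV-Ctrl 2 and AAV-IL-27. The estimated depth was about 19000000, 19400000 and 19100000 fragments. Because not all values fell on whole fragments, fragment numbers are estimates and no count test was run. Intervals on estimated fragments are exact Poisson intervals at the 95% level and cover counting error only.

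Differences were computed as log2(FPKM + 1) of the AAV-IL-27 library minus the mean of the AAV-Ctrl libraries, with a pseudocount of 1. A gene counted as lower or higher when it lay at least 1 log2 unit below or above each AAV-Ctrl library, among 9130 genes with a mean FPKM of at least 1, and the count was repeated with each AAV-Ctrl library as the odd one. No test was run, since 1 AAV-IL-27 library has no replicate error. The paper's methods likewise state that very small samples were read descriptively.

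Gene lists were written before the data were examined, for neutrophil early granules, late neutrophils, macrophages, monocytes, mesenchymal stroma, endothelium, B cells, T and NK cells, erythroid cells, megakaryocytes, melanoma, the cell cycle, MHC class II, genes used by every cell, the IL-27 ligand and receptor, and the transcription factors, adhesion molecules and Fig. 6J genes that the study names. The median of each list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, and a list stood apart at a percentile of 0.5 or below or 99.5 or above. The percentile describes these libraries and is not a p-value. The genes named in the text are the 4 genes of Fig. 6J, the genes the study names that differed by at least 1 log2 unit from both AAV-Ctrl libraries, the 5 largest falls and 5 largest rises against the nearer AAV-Ctrl library among genes with an official symbol, and members of the lists. Other genes of the H2 and Egr families, Ccl3, Ccl4 and the immediate early and heat shock genes were chosen after their values were seen. A further list written at the same time, the check of the library's label that used it, and 1 of the 5 largest falls are not reported here. Apart from the genes chosen afterwards, these rules and the alternatives whose effect is given in the closing section (pseudocounts of 0.1 and 0.01, other filters on low values, other thresholds, rescaling to equal FPKM totals or by median ratios, and leaving out each AAV-Ctrl library) were set before the data were examined.

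GC content and length trends were removed from the log2 differences with medians in 20 bins, using 9041 of 9131 genes with a transcript in GENCODE M21. Near-identical transcripts were compared with BLAST 2.17.0. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. On simulated data, depth was recovered to within 0.1% over 10934 genes, 200 of 200 changed genes and 0 of 9072 unchanged genes were called, and 0 of 20 unchanged lists stood apart. The simulated shifts were well above the threshold of 1 log2 unit, and the unchanged lists were random genes that vary independently. These results therefore do not measure errors for smaller shifts or for lists of genes that vary together.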

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

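The tests of the lower cell-type lists, the cell cycle list, the H2-Q genes and the Egr genes, and the comparison of the lists between the AAV-Ctrl libraries, were chosen only after the results were seen. Apart from the genes of Fig. 6J, each result here is a difference between the AAV-IL-27 library and the AAV-Ctrl libraries in genes that the paper does not discuss for these cells. All of them rest on 1 AAV-IL-27 library. No result given here checks the label of that library.

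Of 16 lists with a median, 10 stood apart from random lists in the AAV-IL-27 library, the Fig. 6J list among them (median -1.85). The Fig. 6J genes are those that the paper reports as lower in these same cells. That this list stood apart therefore follows from how it was chosen and is no independent evidence. The same comparison between the AAV-Ctrl libraries, which received the same vector, set 6 lists apart, and all 6 are among the 10. Standing apart is therefore not on its own a measure of an effect of IL-27. The size of the difference between the AAV-Ctrl libraries is given for each list that stood apart. For the Fig. 6J list that difference was -0.02. The 4 lists apart in the AAV-IL-27 comparison alone were those of macrophages, mesenchymal stroma, the study's adhesion molecules and Fig. 6J.

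The macrophage list had a median log2 difference of -1.65 over 17 genes (percentile 0.0), against -0.05 between the AAV-Ctrl libraries, and 13 of its genes were lower by at least 1 than both. None of the Fig. 6J genes is in this list. Among its abundant genes, the AAV-IL-27 values were 27.8% of the AAV-Ctrl mean for C1qa (137.53 and 145.73 FPKM in AAV-Ctrl), 31.4% for C1qb, 25.5% for C1qc, 16.1% for Mrc1, 19.5% for Axl, 30.9% for Cd5l and 31.1% for Hmox1, while Vcam1 was at 18.4%, Cxcl12 at 17.2%, Igf1 at 24.6% and Kitl at 14.5%. Others fell less, with Csf1r at 98.5%, Adgre1 at 83.2%, Slc40a1 at 75.5% and Apoe at 64.2%, and Csf1r is also in the monocyte list. Against library scaling as the cause of the lower Fig. 6J genes, the smallest fall below the nearer AAV-Ctrl library after median-ratio rescaling was -0.60 (Kitl). Against GC content and transcript length, the smallest corrected fall was -0.62 (Kitl), with Vcam1 at -2.36, Cxcl12 at -1.85 and Igf1 at -1.20. That correction moved genes by a median of 0.026 and at most 0.13. Depth was similar, at about 19000000, 19400000 and 19100000 fragments, and the 10 most abundant genes took 34.6%, 34.2% and 34.2% of all FPKM. A candidate explanation is that fewer macrophages were among the sorted cells of the AAV-IL-27 mouse, which the median of -1.65 leaves standing. Lower expression in each cell, in macrophages or in Gr-1+ cells, stays open as well, since bulk RNA does not separate it from a change in cell shares.

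Mesenchymal stroma had a median of -0.75 over 5 genes (percentile 0.3), against 0.25 between the AAV-Ctrl libraries, and the median was -0.92 without AAV-Ctrl 1 and -0.49 without AAV-Ctrl 2. Endothelium, which did not stand apart (percentile 3.46), had -0.67 over 3 genes. They went both ways, with Stab2 at -1.16, Eng at -0.67 and Stab1 at 0.27. Of the stroma genes, Sparc was at 28.8% of the AAV-Ctrl mean, Bgn at 29.3% and Lpl at 32.7%, while Col1a1 was at 82.8%. Igfbp4 was at 3.56, 4.42 and 3.27 FPKM in AAV-Ctrl 1, AAV-Ctrl 2 and AAV-IL-27, a log2 difference of -0.22. Igfbp5, with a mean FPKM under 1, was at 24.6% of the AAV-Ctrl mean, and Lepr, under 1 FPKM in each library, at 80.0%. Adipoq, with a mean FPKM under 1, was at 0.81 and 1.02 FPKM in the AAV-Ctrl libraries and listed at 0 in AAV-IL-27. Fewer stromal or endothelial cells as the source of the lower Fig. 6J genes cannot be told apart from other sources, because few genes of these lists reach a mean FPKM of 1. The list of adhesion molecules named by the study leaves out Vcam1 (-2.37), which is in the Fig. 6J list, and had a median of -0.68 over 6 genes, against 0.13 between the AAV-Ctrl libraries. Of these 6 genes, 1 was lower by at least 1 than both, Siglec1 (10.02, 11.15 and 1.49 FPKM in AAV-Ctrl 1, AAV-Ctrl 2 and AAV-IL-27), which is also in the macrophage list.

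Transcripts of other blood cells were lower. The erythroid list had a median of -2.82 over 12 genes, all of them lower by at least 1 than both AAV-Ctrl libraries, and between the AAV-Ctrl libraries it was -0.38. Haemoglobin took 3.40%, 2.32% and 0.40% of all FPKM in AAV-Ctrl 1, AAV-Ctrl 2 and AAV-IL-27, and Hba-a1 was at 8135.7, 5547.0 and 957.72 FPKM. The B cell list had -1.83 over 6 genes, against 0.28 between the AAV-Ctrl libraries, with Cd79a at 9.78, 13.56 and 1.49 FPKM. Megakaryocyte genes had -1.28 over 6 genes, against 0.23, with Pf4 at 11.67, 14.02 and 1.53 FPKM. One lower share of all other cell types would lower each list, but the monocyte median of 0.12 (0.08 without AAV-Ctrl 1 and 0.34 without AAV-Ctrl 2) lay 2.94 above the erythroid one. Abundant monocyte genes such as Ly6c2 (1023.13, 1086.23 and 1145.19 FPKM) may be expressed by the Gr-1^+ cells themselves, which would hide a loss of monocytes. The comparison therefore does not decide. T and NK cell genes had 0.04 (-0.14 and -0.06 without AAV-Ctrl 1 and 2). An unequal carry-over of other cells through the sort and an effect of IL-27 on those cells in the BM both stay open as well, and neither was tested. The late neutrophil list had -0.05.

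The cell cycle list had a median of -1.01 over 13 genes, each of them lower, against 0.22 between the AAV-Ctrl libraries. Fewer granulocyte progenitors would lower early granule genes too. The median of the early granule list was 0.21 over 8 genes, but its members went both ways, from -0.45 to 0.41, so this value does not decide, and fewer progenitors stay open. That list is among the 10, on the high side, although it differed by 0.21 between the AAV-Ctrl libraries as well, and it was 0.10 without AAV-Ctrl 1 and 0.27 without AAV-Ctrl 2. Cycling erythroid or B cells as the source of the cell cycle genes were not tested.

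MHC class II genes had a median of -0.46 over 6 genes, but they differed by 0.57 between the AAV-Ctrl libraries, and the median was -0.75 without AAV-Ctrl 1 and -0.13 without AAV-Ctrl 2.

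The largest rises were in H2-Q6 (3.67), H2-Q8 (3.30), H2-Q9 (3.09), H2-Q7 (3.24) and Egr1 (2.40). For H2-Q6, FPKM was 1.94, 3.56 and 45.59 in AAV-Ctrl 1, AAV-Ctrl 2 and AAV-IL-27. Transcripts of H2-Q7 and H2-Q9 are 99.1% identical and those of H2-Q6 and H2-Q7 94.6%, so the single values are uncertain. Fragments moving between the 4 genes would leave their sum unchanged, but it was 7.84, 16.82 and 153.3 FPKM, a log2 difference of 3.74 without a pseudocount and 3.62 with a pseudocount of 1. H2-Q4 (1.64), H2-Q5 (1.56), H2-K1 (1.17), B2m (0.70) and H2-D1 (0.47) also rose, and H2-Q10 (-0.05) and H2-T23 (0.06) did not. Apart from B2m, which is in the list of genes used by every cell, these were looked up after the values were seen. A candidate explanation for the rise of 3.74 is a response to IL-27 or to interferon, and a strain difference in these genes was not tested.

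Egr1 was at 2.11, 1.57 and 13.97 FPKM, and its relatives Egr2 (1.42) and Egr3 (1.32), looked up afterwards, rose as well. Handling of the cells before lysis would raise other immediate early and heat shock genes. Of 13 such genes with a mean FPKM of at least 1, however, 0 rose by at least 1. The highest log2 difference was 0.69 (Atf3), with Fos at 243.39, 253.62 and 257.42 FPKM. Hsp90aa1 (-0.69) was the only heat shock gene among the 13, so a heat shock response was hardly tested. These genes were listed after the values had been seen. The source of the Egr rise stays open.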

How the results depend on the processing

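Vcam1, Cxcl12, Igf1 and Kitl had a negative log2 difference under each alternative tried. With a pseudocount of 0.1, their log2 differences were -2.44, -2.44, -1.90 and -1.98, and with 0.01 they were -2.45, -2.53, -2.01 and -2.67. The smaller pseudocount widens the differences of low genes by its construction. Rescaling to equal FPKM totals gave -2.05 for Cxcl12, -1.46 for Igf1 and -0.89 for Kitl. It raises all values, so the pseudocount weighs less. Rescaling by median ratio gave -2.32 for Vcam1 and -0.61 for Kitl. These shifts exceeded the SD of the AAV-Ctrl libraries, which was small and for Kitl 0. Leaving out either AAV-Ctrl library left Kitl at -0.62.

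The count of lower genes was 212 and became 396 with a pseudocount of 0.1, 93 among genes with a mean FPKM of at least 5 (6048 genes in place of 9130), 640 at a threshold of 0.5 and 39 at a threshold of 2. The count of higher genes was 28 and became 42 with a pseudocount of 0.1, 22 among genes with a mean FPKM of at least 5, 143 at 0.5 and 5 at 2. These follow from the looser or stricter settings. Without AAV-Ctrl 1 it was 40 and without AAV-Ctrl 2 it was 49, since a gene then has to differ from 1 library only, and the lower genes were 294 and 243. With equal FPKM totals 272 genes were lower and 39 higher. Under median-ratio rescaling 188 genes were lower, all of them among the 212, and 34 were higher. Lower genes made up 88.3% of the changed genes, against 87.5% with equal totals and 84.7% with median ratios. The 2 rescalings moved the median of all genes by 0.038 and 0.053.

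Of 96 list medians under alternatives, over 16 lists, 32 moved by more than the SD of the AAV-Ctrl libraries. With a pseudocount of 0.1 the medians were -2.66 for B cells, -1.23 for endothelium, -1.79 for megakaryocytes, -1.52 for mesenchymal stroma, 0.19 for monocytes, -2.44 for the Fig. 6J genes and -1.06 for the study's adhesion molecules. Without a filter on low values, which adds low genes to the lists, they were -1.05 for B cells, -0.02 for T and NK cells, -0.12 for endothelium, -0.19 for mesenchymal stroma, -1.56 for the Fig. 6J genes, -0.57 for the adhesion molecules and -0.19 for the study's transcription factors. With equal FPKM totals they were -2.25 for B cells, -0.95 for mesenchymal stroma, -2.05 for the Fig. 6J genes, -0.77 for the adhesion molecules and -0.01 for the transcription factors. Median-ratio rescaling gave 0.09 for T and NK cells, -0.03 for genes used by every cell, 0.18 for monocytes and 0.01 for the transcription factors.

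Without AAV-Ctrl 1 and without AAV-Ctrl 2, the medians were -0.14 and -0.06 for T and NK cells, -2.55 and -3.10 for erythroid cells, -0.92 and -0.49 for mesenchymal stroma, -0.73 and -0.63 for the adhesion molecules and 0.08 and 0.34 for monocytes. A change of sign occurred in 3 lists, each with a median near 0. The medians of late neutrophils (-0.05) and the transcription factors (-0.05) reached 0.01 under median-ratio rescaling, which follows from its shift of all genes by a median of 0.053. That of T and NK cells (0.04, over 3 genes) turned negative without a filter and without either AAV-Ctrl library, and the cause was not tested. Over the alternatives run for the lists, the macrophage list ranged from -1.79 to -1.59 and the cell cycle list from -1.13 to -0.95. These alternatives were a pseudocount of 0.1, no filter on low values, both rescalings and leaving out either AAV-Ctrl library.

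No paired analysis was possible because the groups share 1 replicate number only. The AAV-IL-27 group has 1 library, so leaving out a replicate was not possible there. Depth limits the low genes, and Kitl rests on an estimated 11 fragments in the AAV-IL-27 library. Igf1 and Cxcl12 have several transcripts, so their fragment numbers are less certain. In that library the estimates run from 9 (shortest transcript) to 113 (longest) for Igf1 and from 41 to 125 for Cxcl12.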

Other observations

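The genes that the study names for whole BM were looked at in these sorted cells, which the paper's statements on those genes are not about. Of the transcription factors, 10 had a mean FPKM of at least 1, with log2 differences from -0.49 to 0.37. Pax5, under that mean, was listed at 1.10, 1.63 and 0.05 FPKM in AAV-Ctrl 1, AAV-Ctrl 2 and AAV-IL-27, and Ikzf1 at 85.13, 83.54 and 84.2. Of the adhesion molecules other than Vcam1 (-2.37), 6 had a mean FPKM of at least 1, with log2 differences from -2.22 to 0.14, the lowest in Siglec1. Itga9 was at 1.49, 1.69 and 0.51 FPKM and Icam2 at 6.02, 6.93 and 7.23.

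Of the genes of IL-27 itself in these cells, Il27 was listed at 4.21, 5.69 and 4.77 FPKM and Ebi3 at 106.95, 109.61 and 127.45. The receptor genes were low, with Il27ra at 0.14, 0.26 and 0.04 FPKM and Il6st at 0.82, 0.80 and 0.43. Of the melanoma list 1 gene reached a mean FPKM of 1, Mitf at 2.44, 2.64 and 2.54, and Mlana was listed at 0 in each library.

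Among the 5 largest falls were those of Car2 (83.28, 78.7 and 7.66 FPKM), Ppbp (29.58, 29.14 and 2.99), Slc4a1 (67.64, 54.51 and 6.92) and Fcna (76.31, 75.69 and 10.01). Their log2 differences were -3.24, -2.93, -2.96 and -2.81. Genes used by every cell had a median of -0.09 over 8 genes. Ccl3 (9.63, 8.44 and 39.2 FPKM) and Ccl4 (4.0, 3.51 and 16.42) rose and were chosen after their values were seen. The monocyte list had a percentile of 97.87 and the T and NK cell list one of 70.92.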
